# Transcriptomic profile of early zebrafish PGCs by single cell sequencing

**DOI:** 10.1371/journal.pone.0220364

**Published:** 2019-08-14

**Authors:** Xiaoyuan Zhang, Xintian Li, Ronghong Li, Yunbin Zhang, Yiping Li, Shifeng Li

## Abstract

Single cell RNA-seq is a powerful and sensitive way to capture the genome-wide gene expression. Here, single cell RNA-seq was utilized to study the transcriptomic profile of early zebrafish PGCs (primordial germ cells) at three different developmental stages. The three stages were 6, 11 and 24 hpf (hours post fertilization). For each developmental stage, three zebrafish PGCs from one embryo were collected, and 9 samples in total were used in this experiment. Single cell RNA-seq results showed that 5099–7376 genes were detected among the 9 samples, and the number of expressed genes decreased as development progressed. Based on the gene expression pattern, samples from 6 and 11 hpf clustered closely, while samples from 24 hpf were more dispersed. By WGCNA (weighted gene co-expression network analysis), the two biggest modules that had inverse gene expression patterns were found to be related to PGC formation or migration. Functional enrichment analysis for these two modules showed that PGCs mainly conducted migration and cell division in early development (6/11 hpf) and translation activity became active in late development (24 hpf). Differentially expressed gene analyses showed that more genes were downregulated than upregulated between two adjacent stages, and genes related to PGC formation or migration reported by previous studies decreased significantly from 11 to 24 hpf. Our results provide base knowledge about zebrafish PGC development at the single cell level and can be further studied by other researchers interested in biological development.

## Introduction

As early as 1930s, the zebrafish (*Danio rerio*) has been used for embryological research, and in 1980s, zebrafish was used as a genetically tractable organism [1, 2]. In the 1990s, thousands of zebrafish mutants related to early embryo development were identified [2]. A comparison of the reference genomes of human and zebrafish shows that about 70% of human genes have orthologs in zebrafish [1], so zebrafish has been widely used to study human genetic diseases, such as pediatric disease, cancer, immunological disease, inflammatory bowel disease and so on [2–5]. In addition, thanks to transparent embryos, small size, external fertilization and easily obtainable fertilized eggs, zebrafish becomes an excellent model organism for studying vertebrate development [2, 3, 6, 7].

PGCs are the earliest germline cells which will differentiate into male or female gametes that can give rise to progeny. Preformation and induction are two general ways for the specification of PGCs, and the specification of zebrafish PGCs belongs to preformation [8–10]. For the zebrafish, some maternal RNAs and proteins which are called germ plasm are unequally divided during later cleavage. As a result, cells having germ plasm will develop into PGCs and cells not having germ plasm will develop into somatic cells [8]. In 1997, Yoon et al. and Olsen et al. discovered the first zebrafish PGC marker *vasa* independently [11, 12], and more markers have since been found, such as *nanos3*, *g1m*, *dnd1*, *tdrd7a* and *gra* [13–17]. In 2005, Blaser et al. successfully constructed a transgenic zebrafish whose PGCs could fluoresce green, and this technique made the separation of PGCs from embryos easy and was soon adopted by lots of researchers [18].

Transcriptome analysis is a useful way to detect dynamic changes of gene expression, and it can provide crucial clues to help understand the processes of embryogenesis and development [2, 19]. RNA-seq has become a state-of-the-art tool for transcriptomic research [20]. It has many advantages over previous techniques, such as RNA *in situ* hybridization, quantitative RT-PCR and microarrays. RNA-seq can determine the expression of thousands of genes accurately in just one experiment and can detect new transcripts effectively [21]. Moreover, RNA-seq can be used for rare materials with the newly emerged single-cell RNA-seq technique, which has already been used for the study of human PGCs [22, 23]. For the zebrafish, RNA-seq has been used for studying zebrafish development on the embryo level [6, 7, 24, 25]. However, little is known about the comprehensive transcriptome dynamics in zebrafish PGCs during various early developmental stages.

In this study, single cell sequencing was used to explore the transcriptomes of zebrafish PGCs at three developmental stages: 6 hpf (shield stage), 11 hpf (3-somite stage) and 24 hpf (prim-5 stage). The number of expressed genes decreased as development progressed, and the gene expression pattern was more alike in the 6 and 11 hpf stages (both were in the process of migration) than in the 6/11 and 24 hpf stages. Both gene network and differentially expressed gene analyses showed that PGCs conducted cell division to increase the cell number during migration and translation became active after reaching the destination of the gonad. In addition, genes related to PGC formation or migration, such as *cxcr4b*, *dnd1* and *tdrd7a*, maintained high expression at 6/11 hpf while their expression decreased significantly from 11 to 24 hpf.

## Results and discussion

### Confirmation of zebrafish PGCs

In this study, the embryos of transgenic zebrafish carrying a *kop-egfp-nanos3-3ʹUTR* inserted fragment in the genome were used to isolate PGCs [18, 26]. Based on green fluorescence, single PGC was picked out manually using a capillary tube for downstream experiments (see Methods for details). Three PGCs were picked out from one embryo at each developmental stage (6, 11 and 24 hpf), so 9 PGCs were collected in total from 3 stages (Table 1).

**Table 1:** General information for the high throughput sequencing.

Library	Total paired reads	Paired reads after quality control	Percent of alignment rate to danRer10
6_1	3039238	2959877	94.43%
6_2	3432500	3281638	93.13%
6_3	3956066	3860735	94.27%
11_1	2831994	2756982	93.07%
11_2	4137110	4013189	93.85%
11_3	4337313	4223965	94.61%
24_1	4161471	4037080	93.83%
24_2	4012972	3902837	93.50%
24_3	5212883	5066259	94.12%

Under a fluorescent microscope, cells emitting green fluorescence appeared in four locations of the embryo at 6 hpf, formed two relatively loose clusters at 11 hpf and two relatively close clusters in the gonad at 24 hpf (S1 Fig). This result is consistent with previous research about the migration route of zebrafish PGCs [27, 28], and implied that cells emitting green fluorescence might be PGCs. Vasa protein is a typical germline cell marker in zebrafish that has been used to mark PGCs [29–31]. To validate that cells emitting green fluorescence were PGCs, immunostaining with Vasa antibody was used. Images of whole-mount immunofluorescence with Vasa antibody at 11 and 24 hpf showed that cells emitting green fluorescence and cells emitting red fluorescence (stained by Vasa antibody) colocalized perfectly (Fig 1A). Unfortunately, we also did a whole-mount immunofluorescence experiment for the zebrafish embryo at 6 hpf but failed because the red fluorescence was too faint to be detected at this time. In addition, digestive cells from zebrafish gonads at 24 hpf were stained by Vasa antibody and DAPI. Three different fields of a glass slide under the microscope all showed colocalization of cells emitting green fluorescence and red fluorescence (Fig 1B). Above all, we were confident that cells picked out by green fluorescence were PGCs without question.

**Fig 1:**
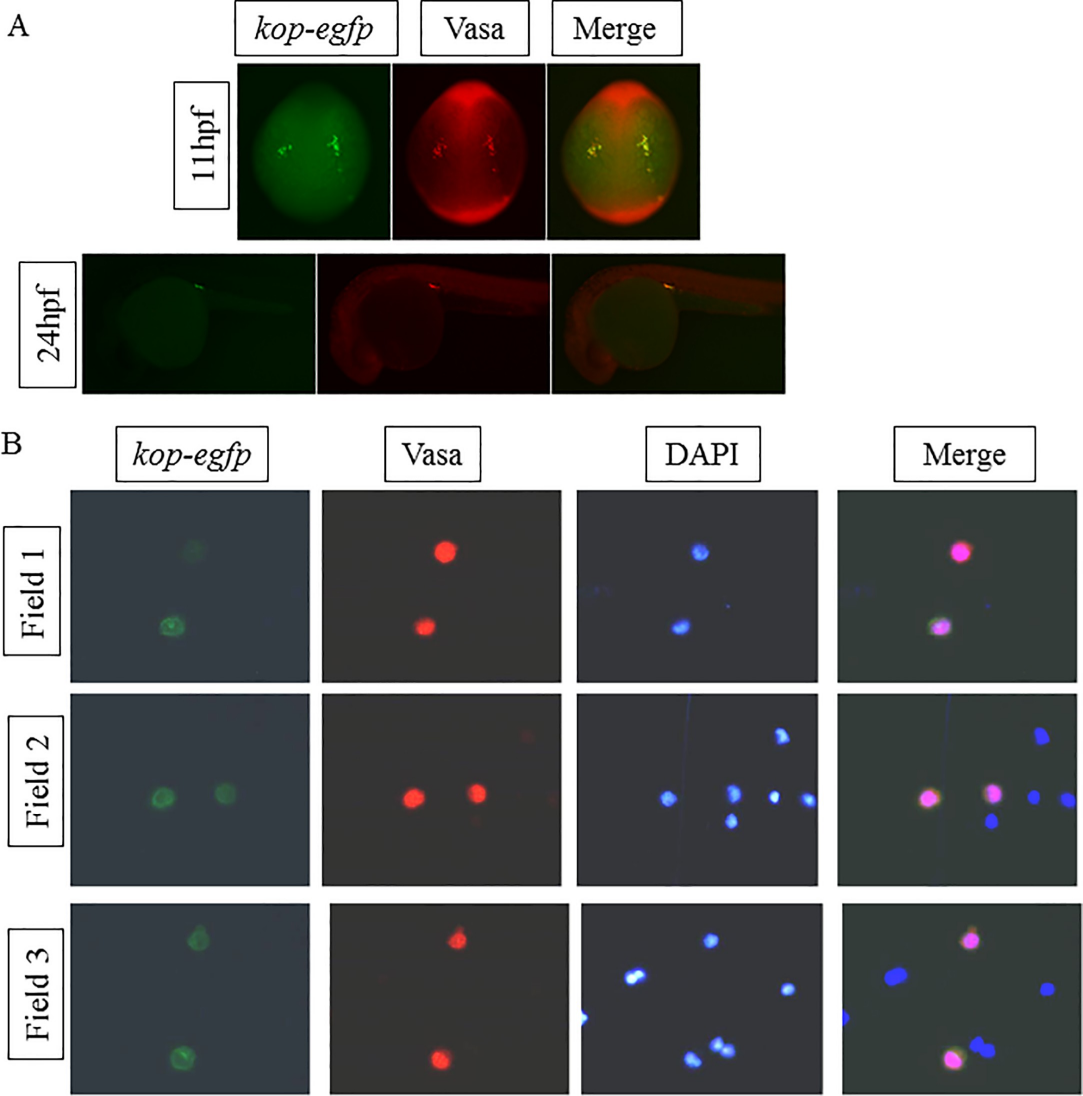
Confirmation of the zebrafish PGCs by immunostaining with Vasa antibody. (A) Whole mount immunostaining with Vasa antibody. Cells containing Vasa proteins can give out red fluorescence (second column). (B) Digested cells from zebrafish gonad at 24 hpf stained by Vasa antibody (second column) and DAPI (third column). Field 1, Field 2 and Field 3 mean three different fields of the glass slide under the microscope.

### Dynamic expression of the PGC transcriptome

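Single PGCs were lysed, and the RNA of each cell was amplified with a modified Smart-seq2 protocol, which copies whole transcripts, and sequenced as a library of its own. The deposited values cover 9 libraries, 3 for each of 6, 11 and 24 hpf, named 6_1 to 24_3 as in Table 1. The 3 PGCs of a stage came from 1 embryo, so each stage is 1 independent sample. Values are therefore given per cell, or as mean ± SD over 3 cells of 1 embryo, and no difference between stages was tested. Table 1 of the paper gives the depth as read pairs after quality control, between 2959877 and 3860735 at 6 hpf (median 3281638), between 2756982 and 4223965 at 11 hpf (median 4013189) and between 3902837 and 5066259 at 24 hpf (median 4037080). The authors trimmed the reads, mapped them to danRer10 and deposited an FPKM value for each of 32266 annotated genes in each cell, without filtering and without coordinates. FPKM holds no read counts, so the depth behind the value of a single gene is unknown. The FPKM of a cell summed to between 548917 and 613048, and the values were not rescaled to a common total. The difference of a gene between stages was taken as log2 of the later stage's mean FPKM plus 1 minus log2 of the earlier stage's mean FPKM plus 1. Its spread is the root of the summed squares of the SDs of log2(FPKM+1) in both stages. A value of 0 can also come from a transcript that was not captured. Of the genes with FPKM of at least 1 in all 8 other cells, between 4.06% in 6_1 and 6_3 and 19.0% in 24_1 were below 1 in the remaining cell. A value of exactly 0 is written as listed at 0.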

To obtain the genome-wide gene expression profile during zebrafish PGC development, nine sequencing libraries were constructed for the Illumina platform with three biological repeats for each development stage. In total, over 35 M paired reads were obtained with about 3–5 M paired reads per individual library (Table 1). A majority of the paired reads were maintained after quality control, and more than 90% of the qualified reads could be mapped to the zebrafish genome (danRer10). The mapped reads were then assigned to specific genes based on the 32,266 annotated genes (danRer10 genome, Ensemble release 89), and gene expression was quantified by calculating the FPKM (Fragments Per Kilobase of exon model per Million mapped fragments) values. To avoid false positives and make the data more effective, genes that had FPKM ≥ 1 at least in three samples were taken into account, and genes not meeting this standard were discarded. 

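An FPKM of at least 1 in at least 3 of the 9 cells was reached by 9329 genes. A threshold of 0.1 kept 9975 genes, a threshold of 5 kept 8122 genes, and asking for at least 2 cells kept 11541 genes. A gene expressed at 1 stage alone passed only if all 3 cells of that stage reached the threshold.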

Using this standard, 9329 genes remained (about 29% to the total annotated genes) and their expressions were used for the downstream calculation (S1 Table; Fig 2A). Single-cell qPCR was utilized to validate the expression values for 20 selected genes (S2 Fig), and the results were highly consistent with the sequencing data (Fig 3).

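The RNA-seq side of this comparison was recomputed, while the single-cell qPCR was not analysed here. For each of the 20 genes the FPKM was divided by that of actb1 (ENSDARG00000037746) in the same cell, averaged over the 3 cells of a stage and divided by the highest stage. By this measure 13 genes were highest at 6 hpf, 0 at 11 hpf and 7 at 24 hpf. The relative value at 11 hpf was 0.829 for dnd1, 0.687 for nanos3, 0.667 for tdrd7a and 0.445 for cxcr4b, each relative to 6 hpf. The transgene of these fish carries the nanos3 3ʹUTR, so any nanos3 value given here may include reads of the transgene. The FPKM of actb1 was 336 ± 103 at 6 hpf, 703 ± 175 at 11 hpf and 1023 ± 271 at 24 hpf (SD, n = 3 cells of 1 embryo). Without division by actb1, 8 genes were highest at 6 hpf, 5 at 11 hpf and 7 at 24 hpf.

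**Figure D1:**
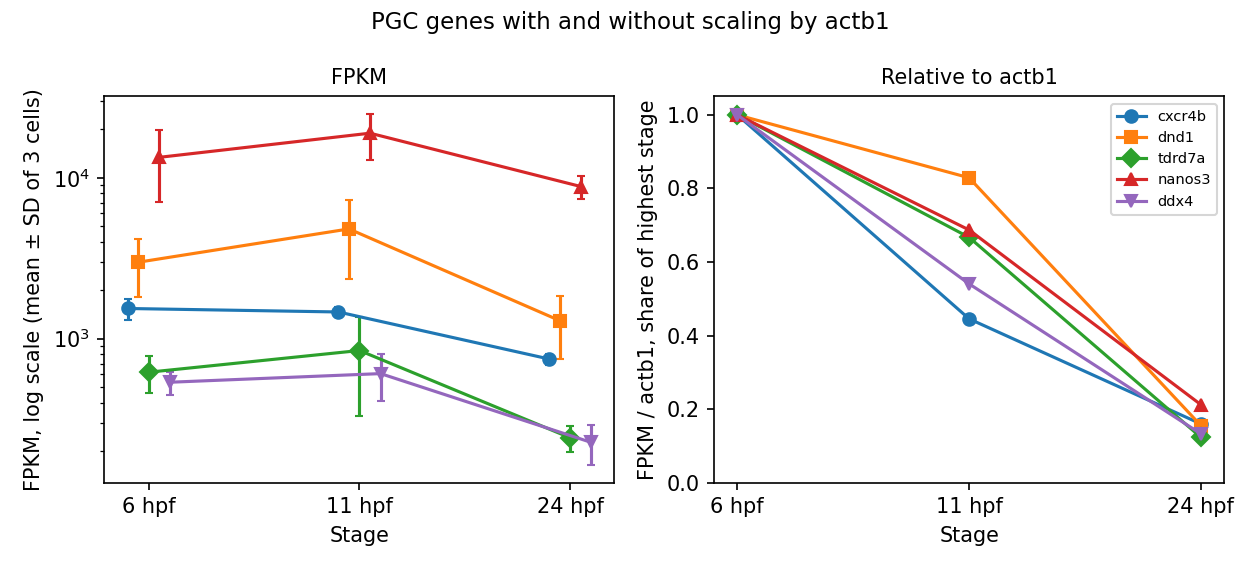
FPKM of 5 PGC genes on a log scale (left, mean ± SD of 3 cells of 1 embryo) and the same genes as FPKM over actb1 relative to the highest stage (right, means of 3 cells), at 6, 11 and 24 hpf. Relative to actb1 all 5 genes are highest at 6 hpf, while the mean FPKM of dnd1, tdrd7a, nanos3 and ddx4 is highest at 11 hpf. Values of nanos3 may include reads of the transgene.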

**Fig 2:**
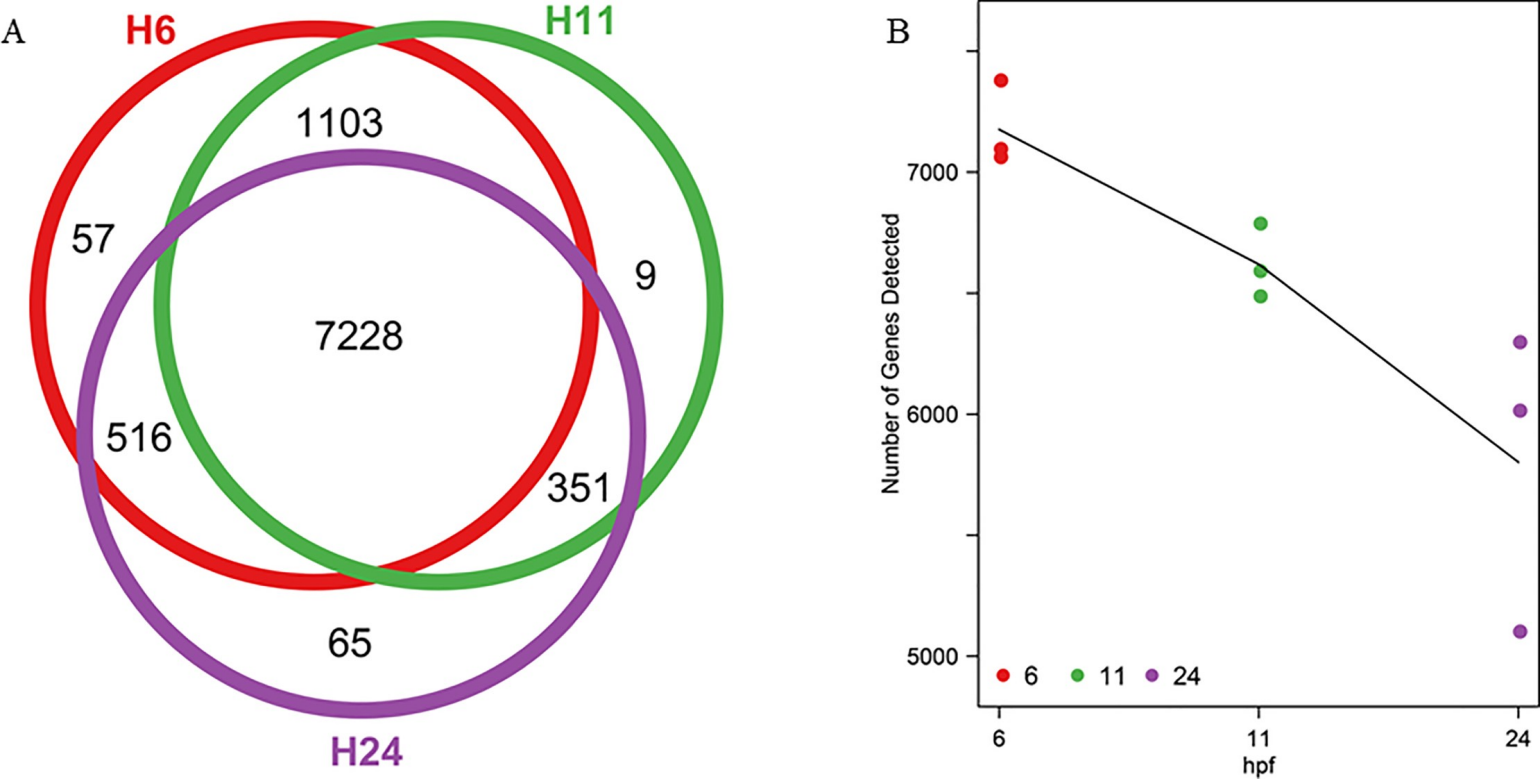
Dynamic changes of the number of genes detected in PGCs. (A) Venn graph for the shared genes at the three developmental stages. (B) Changes of number of genes detected at the three developmental stages.

**Fig 3:**
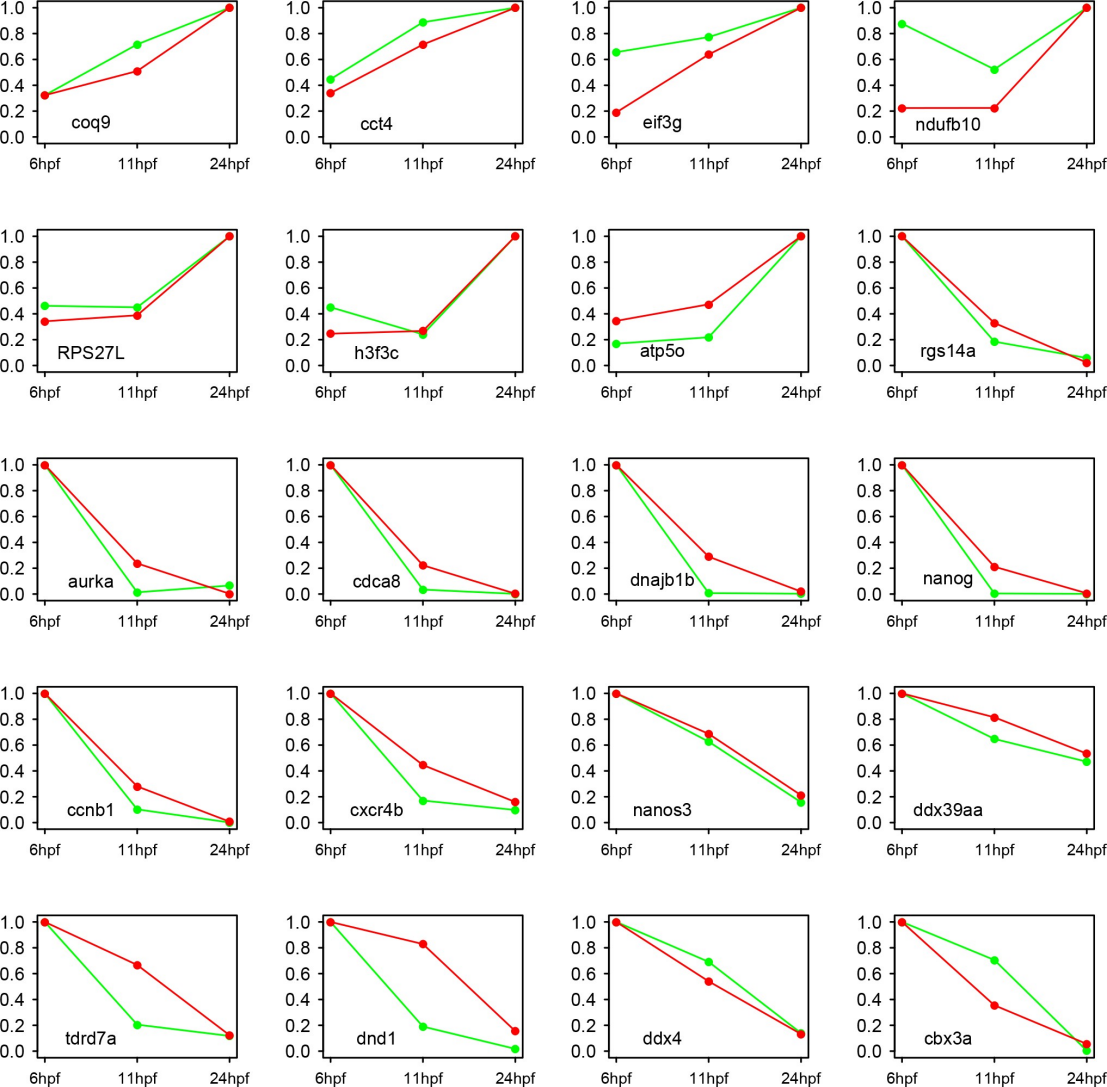
Validation of sequencing data by single-cell qPCR. The relative FPKM values and the relative expression levels of single-cell qPCR are shown. For each gene, the relative FPKM values are calculated as the ratios of the normalized FPKM values to the maximal normalized FPKM value of that gene, where the normalized FPKM values were the mean ratios of the original FPKM values to that of the actb1 gene. The red line indicate the relative FPKM values, the green line indicate the the relative expression levels obtained by single-cell qPCR. actb1 is used as an endogenous control in single-cell qPCR.

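A gene was counted at a stage when at least 1 of its 3 cells had an FPKM of at least 1. Of the genes kept, 6845 (73.4%) were then present at all 3 stages, 81 at 6 hpf alone, 17 at 11 hpf alone and 72 at 24 hpf alone. When any FPKM above 0 counted as present, the shared genes numbered 7228 (77.5%). When at least 2 cells of a stage were asked for, 3796 genes were shared.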

The number of genes shared by three developmental stages was 7228, which accounted for more than 77% of the total detected genes, and genes presented only in one stage were less than 70 (Fig 2A). One possible explanation was that these cells were the same kind of cell. Genes detected only in the group of 6 and 11 hpf (1,103) were more than in the two other groups (11 and 24 hpf: 351; 6 and 24 hpf: 516, Fig 2A). 

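At an FPKM of at least 1, 1277 genes were present at 6 and 11 hpf and below that in all 3 cells at 24 hpf, 629 at 6 and 24 hpf alone and 408 at 11 and 24 hpf alone. The pair of 6 and 11 hpf also had the most genes at a threshold of 5, with 1341, and with at least 2 cells of a stage, with 1623. Without 11_3 more genes were shared by 6 and 24 hpf (1189) than by 6 and 11 hpf (1142). A stage with a cell left out has fewer genes by construction, which moves genes of all stages to the pair of 6 and 24 hpf. That pair also rose to 1076 without 11_1 and 1088 without 11_2, so the reversal does not single out 11_3. The paper explains the larger overlap by migration, in which PGCs are engaged at both stages.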

Zebrafish PGCs start migration at 4.5 hpf and reach the final destination at 24 hpf [18, 27, 32, 33]. In the stage of 6 and 11 hpf, PGCs are in the processing of migration. At 24 hpf, the migration activity is very weak. So PGCs in the stages of 6 and 11 hpf shared more genes.

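At an FPKM of at least 1, a PGC had 6912 ± 169.9 of the kept genes at 6 hpf, 6270 ± 64.6 at 11 hpf and 5498 ± 640.2 at 24 hpf (SD, n = 3 cells of 1 embryo). The mean fell by 642 genes from 6 to 11 hpf, more than the spread of 182 between cells. From 11 to 24 hpf it fell by 772 genes with a spread of 643. The single cells at 24 hpf had 4774, 5990 and 5729 genes, and without 24_1 the mean fell by 410.5 genes. Over all annotated genes, without the filter on 3 cells, the mean fell by 317 genes from 11 to 24 hpf, less than the spread of 808. Cell 24_2 gained the most genes of any cell when the filter was dropped, from 5990 to 7376. It is also the cell with the most muscle markers, and the source of its added genes was not tested.

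**Figure D2:**
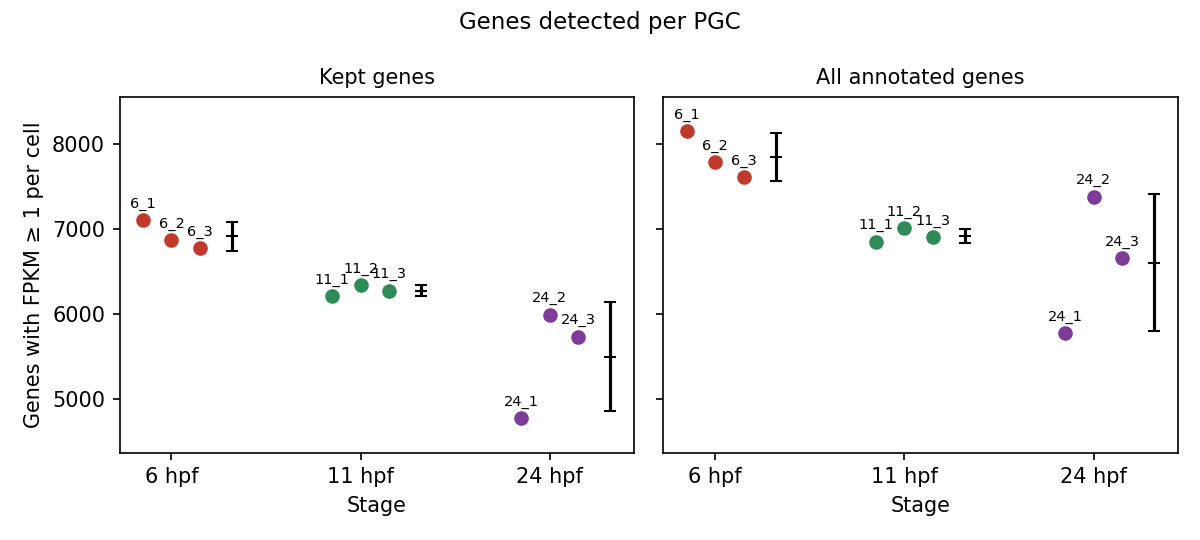
Number of genes with FPKM of at least 1 in each PGC at 6, 11 and 24 hpf, among the kept genes (left) and among all annotated genes (right). Points are single cells, and the bars give mean ± SD of 3 cells of 1 embryo. Cell 24_1 has the fewest genes in both panels, and 24_2 has 7376 genes on the right, more than any cell at 11 hpf.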

With development proceeding, the number of genes detected decreased. PGCs at 11 hpf had 557 fewer genes than at 6 hpf, and PGCs at 24 hpf had 817 fewer genes than at 11 hpf (Fig 2B). This was different from Yang’s result in which the number of detected genes for zebrafish embryos increased steadily during development [6]. Increasingly different kinds of tissues appear during zebrafish embryo development, and the zygotic genome has to transcribe more genes to maintain the function for so many tissues. As a result, genes expressed in the embryo increase with development. In this study, the cells in the three developmental stages are the same kind of cell, and their function is relatively unitary (to form gametes). Maternal transcripts in PGCs degrade with development [34], and gene expression in PGCs is repressed by Dnd1 so as to prevent PGCs from differentiating into somatic cells and maintain germline stem cells [35, 36]. 

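The FPKM of dnd1 (ENSDARG00000022813) was 1729.7, 4067 and 3161 in the cells at 6 hpf, 6955, 5362 and 2115 at 11 hpf and 671, 1534 and 1678 at 24 hpf. The lowest value was that of 24_1, the cell with the fewest genes detected.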

In this study, the least FPKM for Dnd1 was 671, and this value was high enough to suppress the expression of somatic genes. As a result, genes detected in PGCs decreased during development.

### Comparison of transcriptomes at different PGC developmental stages

To detect similarities in PGCs at different developmental stages, gene expression was compared by Pearson correlation analysis (Fig 4A). The Pearson correlation coefficient (PCC) between any two samples varied from 0.33 to 0.60 with the lowest between 24_1 and 6_2/11_1 and the highest between two samples (6_1 and 6_2) at 6 hpf. PCC between any two samples from the same developmental stage was bigger than 0.50 with one exception between 11_1 and 11_3 (PCC = 0.49). PCC between samples at 6 and 11 hpf was 0.47–0.54, and at 6/11 hpf and 24 hpf was 0.33–0.48. These results showed that individual PGCs were different from each other even at the same developmental stage, and that gene expression pattern of PGCs was more alike at 6 and 11 hpf than at 6/11 and 24 hpf.

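The coefficients were computed across the 9329 genes kept, on log2(FPKM+1), and genes are not independent replicates. The mean PCC over pairs of cells was 0.585 within 6 hpf (range 0.568 to 0.604), 0.523 within 11 hpf (0.494 to 0.553) and 0.546 within 24 hpf (0.524 to 0.557). It was 0.517 between cells of 6 and 11 hpf (0.469 to 0.540) and 0.389 between cells of 6 or 11 hpf and those of 24 hpf (0.332 to 0.482). The last 2 means differed by 0.127, and by between 0.116 and 0.141 with other pseudocounts, gene filters, a common total per cell or rank correlation. The mean within 24 hpf exceeded that within 11 hpf by 0.022, within the spread of 0.035 between pairs of cells, and this difference became -0.075 over all genes with any FPKM above 0. From these coefficients the paper concludes that single PGCs differed within a stage and that cells at 6 and 11 hpf were more alike than either was to those at 24 hpf.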

**Fig 4:**
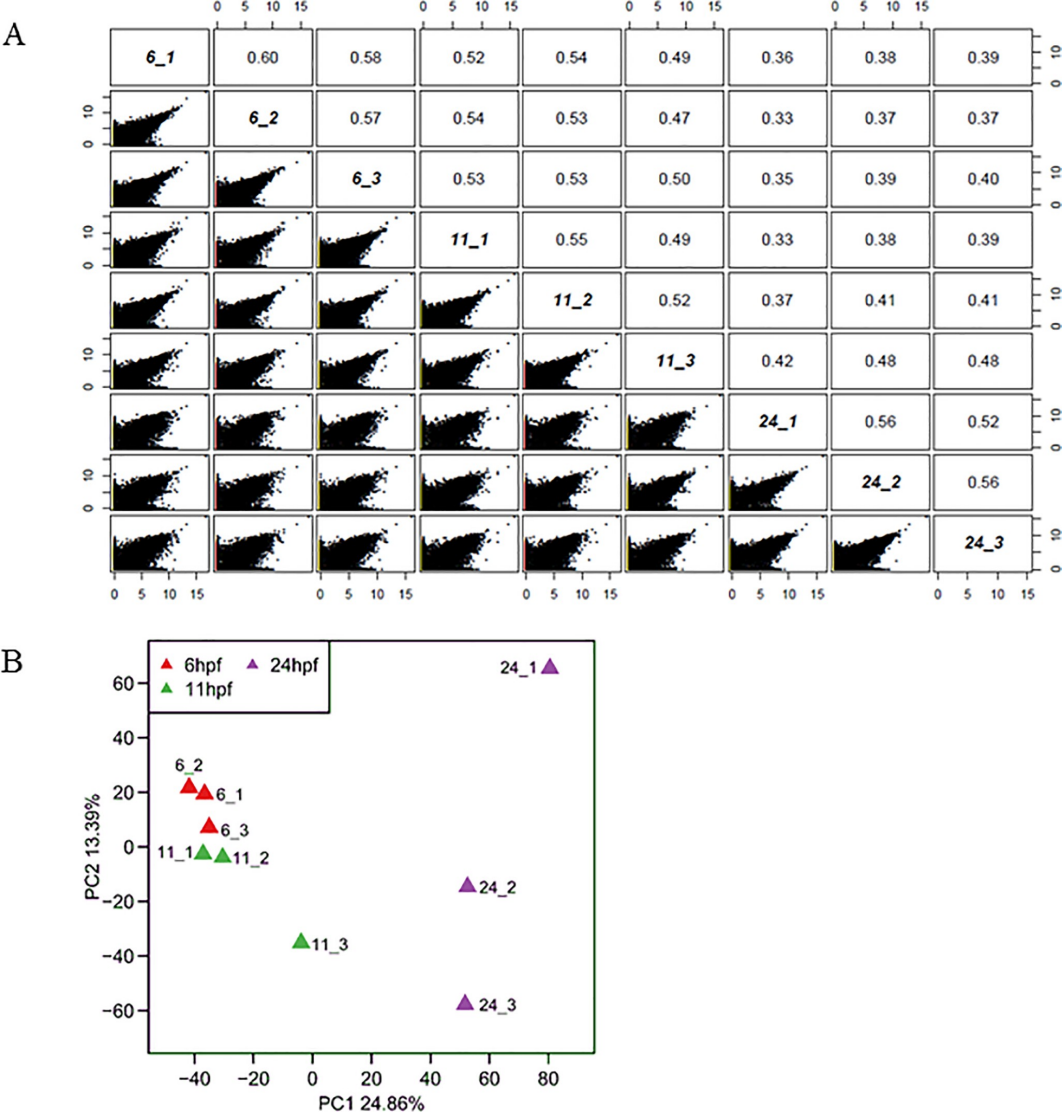
Comparison of gene expression for PGCs at different developmental stages. (A) Pearson correlation analysis between PGCs. The x-axis and y-axis mean gene expression calculated by log_2_(FPKM+1). (B) Principal component analysis for nine PGCs. The first two principal components are displayed on the graph.

Principal component analysis (PCA) was utilized to explore gene expression patterns among PGCs at different developmental stages (Fig 4B). It showed that three samples at 6 hpf and two samples at 11 hpf clustered together closely, while samples at 24 hpf were relatively disperse. This result was further demonstrated by dendrogram analysis (S3 Fig).

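With each gene scaled to unit variance, the first 2 components held 24.9% and 13.4% of the variance. On component 1 the cells lay at -36.6, -41.8 and -35.0 at 6 hpf, at -37.1, -30.5 and -3.85 at 11 hpf, and at 80.5, 52.6 and 51.7 at 24 hpf. The mean distance between the 3 cells of a stage on these components was 11.4 at 6 hpf, 31.4 at 11 hpf and 84.8 at 24 hpf. The distance at 24 hpf was thus 7.44 times that at 6 hpf and 2.70 times that at 11 hpf. The closest pair at 24 hpf, 24_2 and 24_3, lay 43.1 apart, less than 11_1 and 11_3 with 46.5. When a cell was left out and the components were computed anew from the other 8, these ratios were 1.23 and 0.390 without 24_1, and the ratio to 11 hpf was 13.7 without 11_3. Measured over all kept genes instead of the components, the ratios were 1.17 and 1.06, and without 24_1 they were 1.14 and 1.03.

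**Figure D3:**
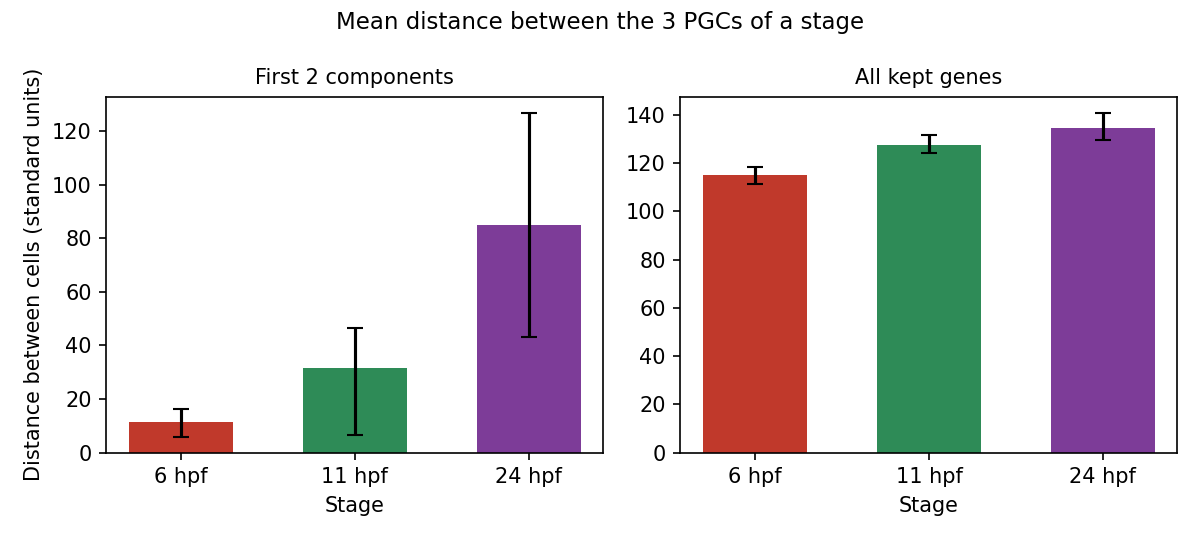
Mean distance between the 3 PGCs of each stage, in units of genes scaled to unit variance, on the first 2 components (left) and over all kept genes (right). Bars are means over the 3 pairs of cells and lines run from the lowest to the highest pair. On the left the bar at 24 hpf is 84.8 against 31.4 at 11 hpf, and on the right 135 against 127.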

In our project, single cell technique was used which required more stringent experimental steps, and minute difference between one cell to another could be captured even though they belonged to the same cell type and were at the same developmental stage. In addition, PGCs at the same developmental stage may really have high variation. For example, Otten et al. found that zebrafish PGCs had highly variable mtDNA copy numbers [37]. As a result, PCC was very low between any two samples even though they were at the same developmental stage (Fig 4A).

Nanog, Pou5f3 and SoxB1 (containing Sox2, Sox3, Sox19a, and Sox19b) are three important transcription factors which can control the expression of thousands of genes in the ealy embryo, and these factors can be used as markers for pluripotent embryonic stem (ES) cell identity [38–43]. 

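The FPKM of sox2 (ENSDARG00000070913) was listed at 0 in all 9 cells. That of sox19b (ENSDARG00000040266) was 100.3 ± 30.8 at 6 hpf, 90.6 ± 24.7 at 11 hpf and 53.2 ± 30.3 at 24 hpf (SD, n = 3 cells of 1 embryo), and the log2 differences of -0.15 and -0.76 were within their spreads of 0.59 and 1.02. The FPKM of sox3 (ENSDARG00000053569) was 192, 354 and 133 in the cells at 6 hpf and 96.4, 69.1 and 23.1 at 11 hpf. At 24 hpf sox3 was 95.2 in 24_2 and listed at 0 in 24_1 and 24_3.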

In this study, the expression of Sox2 was too low to be detected, and expression of Sox19b/Sox3/Pou5f3/Nanog decreased with the progression of development (S4 Fig). Especially at 24 hpf, the expression of Pou5f3/Nanog was very low, just slightly above zero. 

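The FPKM of pou5f3 (ENSDARG00000044774) was 249, 231 and 312 in the cells at 6 hpf, 178, 195 and 97.7 at 11 hpf, 6.88 in 24_2 and 7.39 in 24_3, and it was listed at 0 in 24_1. That of nanog (ENSDARG00000075113) was 973, 618 and 636 at 6 hpf and 399, 484 and 58.9 at 11 hpf. At 24 hpf nanog was listed at 0 in 24_1, was 1.13 in 24_2 and 45.2 in 24_3.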

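The FPKM of sox19a (ENSDARG00000010770) was 24.5 in 11_2 and 34.9 in 11_3 and listed at 0 in 11_1. At the other stages its highest value was 18.1, in 24_3, and it was listed at 0 in 6_3 and 24_1.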

The expression of Sox19a reached a maximum at 11 hpf, but the FPKM was just about 20 at this stage. Based on these results, we concluded that at the stage of 6/11 hpf, PGCs had relatively high pluripotency, and all PGCs were in the same developmental states. At the stage of 24 hpf, PGCs had relatively low pluripotency and might have lost synchrony, and some PGCs started to differentiate into downstream germ cells. As a result, dots were more scattered at 24 than at 6/11 hpf in the PCA graph (Fig 4B).

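All 5 of these genes other than sox2 had a lower mean FPKM at 24 hpf than at 11 hpf. From the levels of these genes the paper concludes that pluripotency was relatively high at 6 and 11 hpf and relatively low at 24 hpf, and it proposes that synchrony was lost at 24 hpf.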

### Gene-network analysis reveals two modules that are important for PGC development

Genes having the same expression pattern may contribute to specific biological processes [44]. Here, WGCNA was utilized to investigate gene expression patterns systematically and to find modules of interest [45, 46]. In this study, 103 modules were detected (S2 Table; Fig 5A; a grey module meant that these genes could not be grouped into any specific module). Based on the Pearson correlation between module eigengenes and sample traits (here the trait was hpf), two modules (turquoise and blue) with the biggest absolute PCCs (S5A Fig, turquoise: PCC = -0.91, *p* = 6e-4; blue: PCC = 0.98, *p* = 2e-6) were chosen. These two modules were also the two largest modules (turquoise: 829 genes; blue: 524 genes) of all modules (S2 Table).

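The paper's lists of both modules were used as published, and all 829 turquoise and 524 blue genes were among the genes kept. The modules were built and chosen on these same 9 cells, so that their difference between stages is not independent evidence. No correlation of a module with hpf was computed, since the 9 cells come from 3 embryos.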

**Fig 5:**
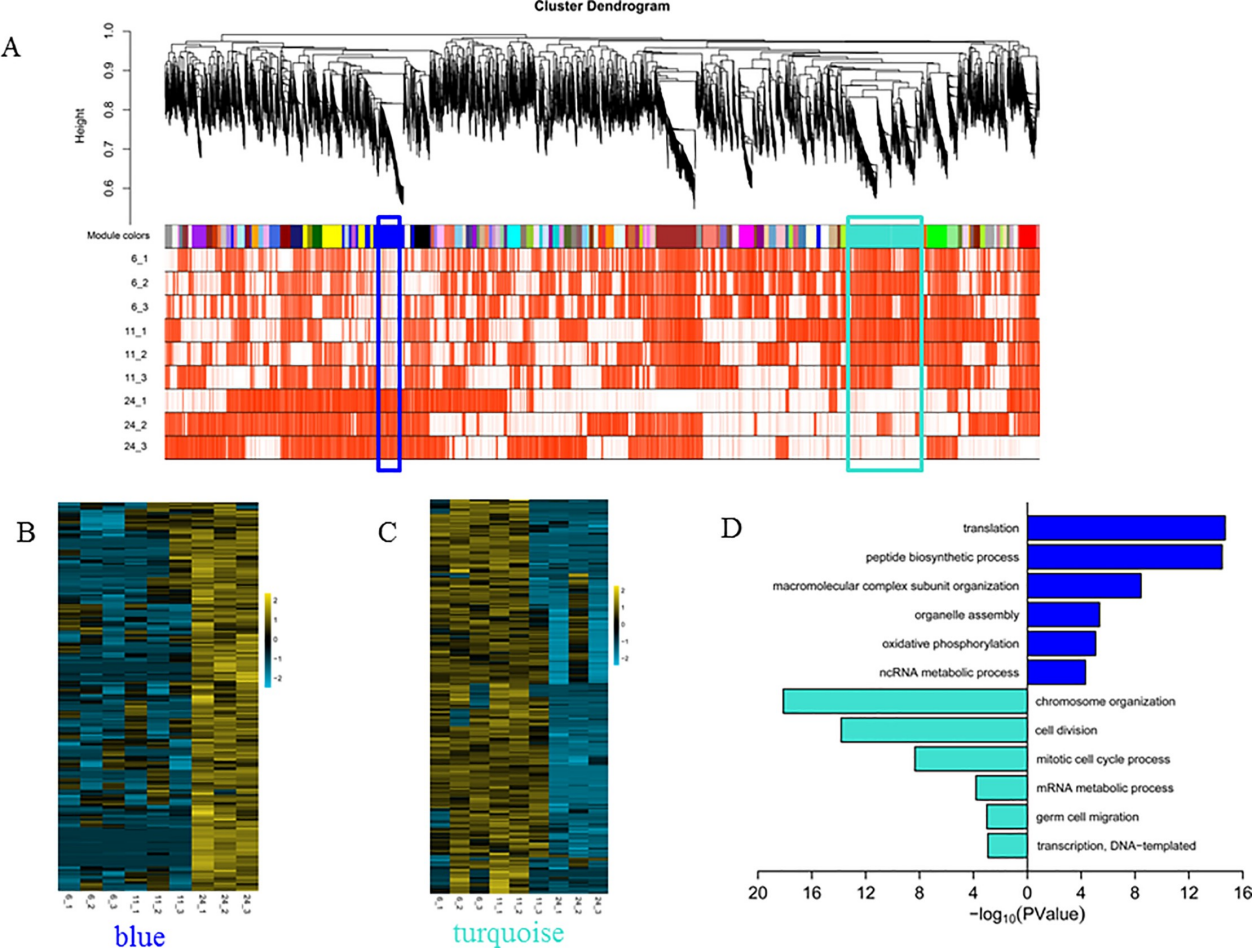
WGCNA for detecting modules related to PGC development. (A) Hierarchical cluster tree for modules identified by WGCNA. The heatmap underneath means gene expression with red for higher and white for lower. The blue module is marked by blue frame and the turquoise module is marked by turquoise frame. (B) Heatmap for gene expresion calculated by log_2_(FPKM+1) and scaled by the row in blue module. (C) Heatmap for gene expresion calculated by log_2_(FPKM+1) and scaled by the row in turquoise module. (D) Functional enrichment analysis for genes in the blue module(blue bar) and the turquoise module(turquoise bar).

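The median log2 difference over the turquoise genes was -3.14 from 11 to 24 hpf, with 819 genes lower and 10 higher at 24 hpf. It lay below the medians of all 10000 random lists of equal size and matched mean expression, of which the central 95% ran from -0.20 to 0.068. From 6 to 11 hpf the median was 0.078, at percentile 75.7 of such lists. With a pseudocount of 10 the median from 11 to 24 hpf was -1.49.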

For the turquoise module, gene expression was higher in 6/11 hpf than in 24 hpf (Fig 5C). Module eigengene (ME) values for samples in 6/11 hpf were greater than 0.1, except for one sample in 11 hpf (11_3) whose ME value was nearly zero, while ME values for the three repeats in 24 hpf were less than -0.2 (S5C Fig). 

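Recomputed from the published list, the ME of the turquoise module was 0.167, 0.294 and 0.221 in the cells at 6 hpf, 0.342 in 11_1 and 0.313 in 11_2. It was -0.00349 in 11_3 and -0.521, -0.308 and -0.505 at 24 hpf.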

Some genes that are already known to play an important role in PGC formation or migration belonged to this module, such as *cxcr4b*, *dnd1*, *tdrd7a*, *ca15b* and *ddx4* (S2 Table). 

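The enrichment itself was not recomputed. Instead 62 mitotic genes, chosen by symbol before the data were examined, were compared between stages. Their median log2 difference was -1.67 from 11 to 24 hpf, with 53 genes lower and 9 higher at 24 hpf, below the medians of all matched random lists, and without 24_2 it was -2.86. From 6 to 11 hpf it was -0.11 (percentile 13.9), less than the spread of 0.24 between cells.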

Functional enrichment analysis for genes in the turquoise module showed that chromosome organization and cell division process had been enriched, and that germ cell migration and transcription had also been enriched (Fig 5D; S3 Table). These results indicated that genes in the turquoise module were related to PGC proliferation and migration during embryo development.

For the blue module, gene expression pattern was the opposite of that in the turquoise module. 

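The median log2 difference over the blue genes was 1.86 from 11 to 24 hpf, with 514 genes higher and 10 lower at 24 hpf, and 0.27 from 6 to 11 hpf. Both medians exceeded those of all matched random lists. Leaving out single cells at 11 hpf gave 0.057 to 0.16 from 6 to 11 hpf, and leaving out single cells at 6 hpf gave 0.25 to 0.36. The central 95% of the random lists, drawn with all 9 cells, was -0.032 to 0.17. The lists were not drawn anew for fewer cells. Leaving out a cell at 11 hpf also lowered the median over all genes, from 0.029 to between -0.031 and 0. Values with a cell left out can therefore not be judged against that range. The ME of the blue module was -0.238, -0.275 and -0.330 at 6 hpf, -0.198, -0.198 and -0.157 at 11 hpf, and 0.523, 0.429 and 0.445 at 24 hpf.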

Genes in 24 hpf had higher FPKM values than in 6/11 hpf (Fig 5B), and ME values for samples in 24 hpf were greater than 0.4 while those for samples in 6/11 hpf were less than -0.1 (S5B Fig). Functional enrichment analysis for the blue module showed that translation and peptide biosynthetic process were enriched (Fig 5D; S3 Table).

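Translation was also followed through gene lists chosen by symbol before the data were examined. The 81 cytosolic ribosomal protein genes held 1.34%, 1.61% and 2.19% of the summed FPKM in the cells at 11 hpf and 5.52%, 4.66% and 3.93% at 24 hpf. Their median log2 difference from 11 to 24 hpf was 1.71, above the medians of all matched random lists. The 70 initiation and elongation factors had a median of 0.29, at percentile 86.0 and within the spread of 0.34 between cells.

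**Figure D4:**
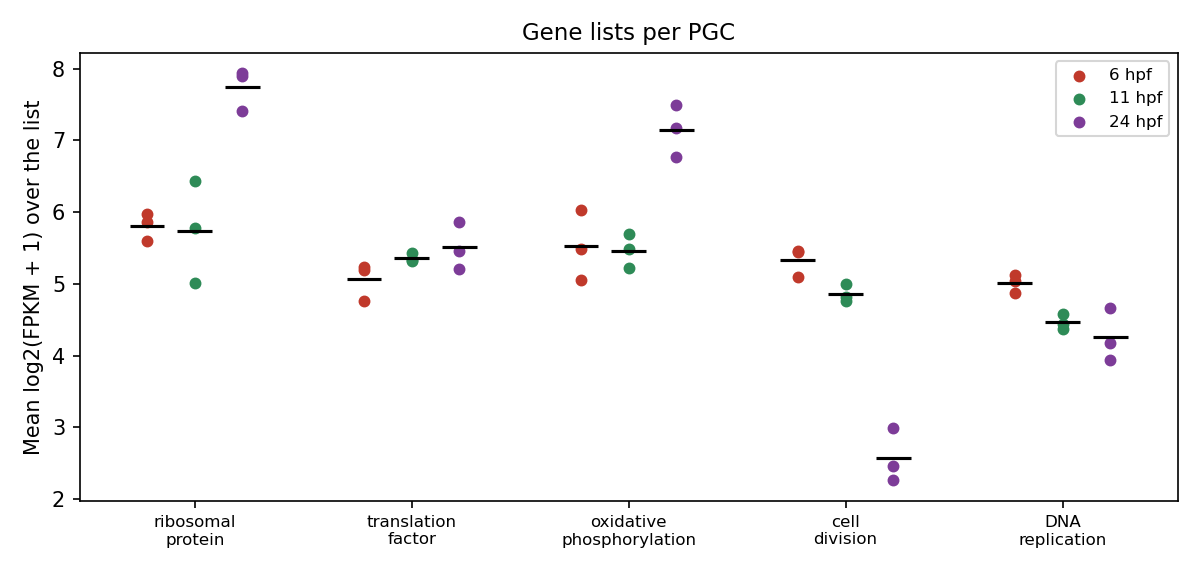
Mean log2(FPKM+1) over each of 5 gene lists in each PGC at 6, 11 and 24 hpf. Points are single cells and lines are the means of 3 cells of 1 embryo. The ribosomal protein and oxidative phosphorylation lists are higher, and the cell division list lower, in all 3 cells at 24 hpf than in any cell at 6 or 11 hpf.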

Based on the gene expression pattern and functional enrichment analysis in the turquoise and blue modules, we found that the main task for PGCs were cell division and migration from 6 to 11 hpf, while translation become the main task from 24 hpf and later.

### Differentially expressed genes during PGC development

Dynamic changes of differentially expressed genes and the biological processes driven by these genes are useful for studying development. 

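Over all genes kept, the median log2 difference from 6 to 11 hpf was 0.029, with 48.2% of genes lower at 11 hpf, and under median-of-ratios scaling this share was 52.5%. From 11 to 24 hpf the median was -0.080, with 52.0% of genes lower at 24 hpf, and without 11_3 the share was 48.6% with a median of 0. These shares change with the scaling and with the cells used, and they count differences of any size. They therefore do not decide whether the balance of the paper's calls holds.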

For each adjacent pair of developmental stages, more genes were downregulated. In the pair of 6 and 11 hpf, 301 genes were upregulated and 555 genes were downregulated (Fig 6A; S4 Table). 

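The calls are the paper's, made with edgeR from read counts that the deposited FPKM do not hold, and its tables give them at an unadjusted p. In the paper's tables 4 of the upregulated and 35 of the downregulated genes have a false discovery rate (FDR) of at most 0.05. In the deposited FPKM 249 of the upregulated genes (82.7%) were listed at 0 in all 3 cells at 6 hpf, and 454 of the downregulated genes (81.8%) in all 3 cells at 11 hpf. At the higher stage 90 of the upregulated genes and 247 of the downregulated genes reached an FPKM of 1 in all 3 cells. The largest rises among genes whose cells did not overlap were in pdcd2l, si:ch211-193l2.5 and si:ch211-193l2.4, each listed at 0 at 6 hpf, with FPKM in 11_1, 11_2 and 11_3 of 35.6, 3.46 and 192, of 23.4, 105 and 6.44 and of 55.0, 55.1 and 19.7 in that order. For the first 2 of these genes 1 cell carries most of the sum, 11_3 and 11_2. The largest falls were in si:ch73-42p12.2, ppp1r15a and adat3, each listed at 0 at 11 hpf, with FPKM in 6_1, 6_2 and 6_3 of 165, 210.3 and 66.6, of 86.5, 61.4 and 126 and of 64.5, 72.4 and 131. These 3 genes were present again at 24 hpf. There si:ch73-42p12.2 was at 200 in 24_1 and 39.3 in 24_2, and ppp1r15a was at 68.6 in 24_3. The FPKM of adat3 was 61.4 in 24_1 and 86.7 in 24_3.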

Upregulated genes were enriched in ribonucleoprotein complex biogenesis, cellular component biogenesis and replication fork processing. 

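From 6 to 11 hpf the 39 DNA replication genes, chosen by symbol, had a median log2 difference of -0.20 (percentile 8.08, spread 0.17), and the ribosomal protein genes had one of 0.23 (percentile 89.0, spread 0.74). Without 11_3 that of the ribosomal protein genes was -0.098.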

Downregulated genes were enriched in response to inorganic substance, protein modification process and response to metal ion (Fig 6B; S4 Table). In addition, genes related to PGC formation or migration, such as *cxcr4b*, *dnd1* and *tdrd7a*, were not differentially expressed (S6A Fig), and their expressions remained high during this period (S7 Fig).

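From 6 to 11 hpf the log2 difference was -0.072 (spread 0.24) for cxcr4b (ENSDARG00000041959), 0.69 for dnd1 and 0.45 (spread 1.18) for tdrd7a (ENSDARG00000032808), each within the spread between cells. The mean FPKM at 6 and 11 hpf was 1539.8 ± 232 and 1465 ± 104 for cxcr4b, 2986 ± 1179 and 4810.4 ± 2467 for dnd1, and 618 ± 157 and 844 ± 516 for tdrd7a (SD, n = 3 cells of 1 embryo).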

**Fig 6:**
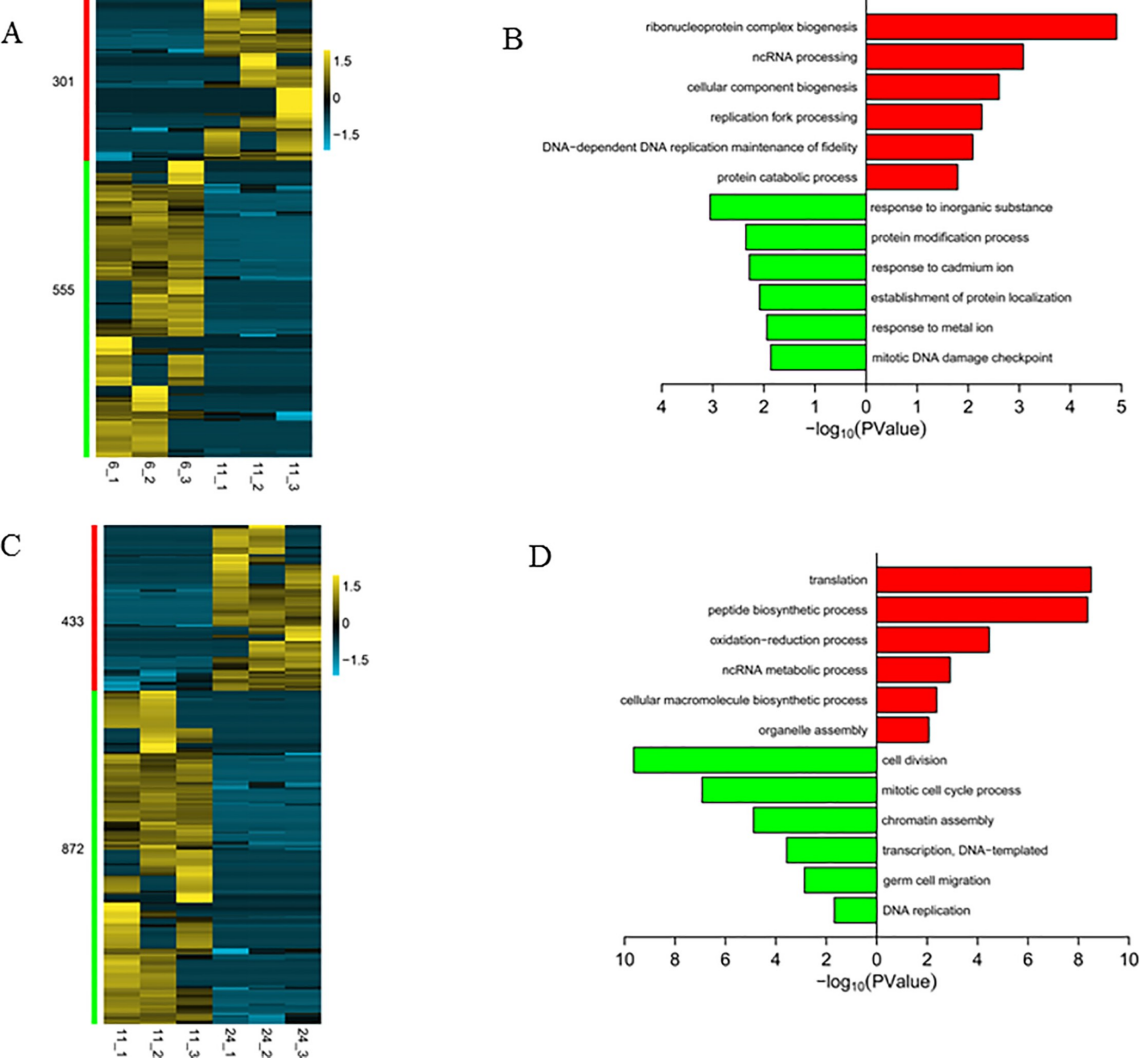
**Expression of differentially expressed genes and their functional enrichment analysis between 6/11 hpf (A,B) and 11/24 hpf (C,D).** Gene expression in the heatmap was calculated by log_2_(FPKM+1) and scaled by the row.

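In the paper's tables 51 of the genes upregulated from 11 to 24 hpf and 122 of those downregulated have an FDR of at most 0.05. In the deposited FPKM 345 of the upregulated genes (79.7%) were listed at 0 in all cells at 11 hpf, and 704 of the downregulated genes (80.7%) in all cells at 24 hpf. The largest rises among genes whose cells did not overlap were in actc1b, mrpl53 and CABZ01049825.1, each listed at 0 at 11 hpf. Their FPKM in 24_1, 24_2 and 24_3 was 214, 1554 and 4.11 for actc1b, a muscle actin, 1006, 295 and 87.4 for mrpl53 and 539, 313 and 97.7 for CABZ01049825.1. At 6 hpf mrpl53 was at 59.8 in 6_1 and 16.2 in 6_2, while actc1b and CABZ01049825.1 were listed at 0. The largest falls were in fam212aa, nnr and thy1, each listed at 0 at 24 hpf, with FPKM in the cells at 11 hpf of 703, 301 and 208, of 219.6, 178 and 299 and of 355, 256 and 77.7.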

In the pair of 11 and 24 hpf, 433 genes were upregulated and 872 genes were downregulated (Fig 6C; S5 Table). 

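The 83 nuclear genes of the respiratory chain, chosen by symbol, had a median log2 difference of 1.38 from 11 to 24 hpf, with 74 genes higher and 9 lower at 24 hpf, above the medians of all matched random lists.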

Upregulated genes were enriched in translation, peptide biosynthetic process and oxidation-reduction process (Fig 6D; S5 Table), and this corresponded to the blue module in WGCNA (Fig 5D). Downregulated genes were enriched in cell division, transcription and germ cell migration (Fig 6D; S5 Table), and this corresponded to the turquoise module in WGCNA (Fig 5D). 

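From 11 to 24 hpf the mean FPKM of cxcr4b fell to 747 ± 61.0, that of dnd1 to 1294 ± 545 and that of tdrd7a to 242 ± 44.3 (SD, n = 3 cells of 1 embryo). The log2 differences were -0.97 (spread 0.16), -1.89 (spread 1.16) and -1.80 (spread 1.15), each larger than the spread between cells. They were -2.36 (spread 1.76) for ca15b (ENSDARG00000040510), -1.42 (spread 0.68) for ddx4 (ENSDARG00000014373) and -1.10 (spread 0.55) for nanos3 (ENSDARG00000068255), and without 24_2 that of ca15b was -3.78. Reads of the transgene, which carries the nanos3 3ʹUTR, may be part of the nanos3 values. The log2 fold changes in the paper's table are -1.10 for cxcr4b, -2.03 for dnd1 and -1.94 for tdrd7a.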

Scatter plots and bar graphs showed that genes related to PGC formation or migration, such as *cxcr4b*, *dnd1* and *tdrd7a*, decreased significantly from 11 to 24 hpf (S6B Fig and S7 Fig).

These results again indicated that PGCs conducted cell division to increase their cell number and migration to reach the gonads during early development. After reaching the gonad, the activities of cell division and migration weakened gradually and translation became more active. 

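The cell division list held 1.40%, 1.22% and 1.32% of the summed FPKM in the cells at 11 hpf and 0.344%, 0.450% and 0.290% at 24 hpf. The DNA replication genes did not fall with it. Their median log2 difference from 11 to 24 hpf was -0.039, within the spread of 0.39, with 18 genes higher and 21 lower. The respiratory chain genes held 2.03%, 1.36% and 1.85% at 11 hpf and 4.56%, 3.99% and 3.77% at 24 hpf. From the falling genes of division and migration and the rising genes of translation, the paper concludes that division and migration weakened after PGCs reached the gonad while translation became more active.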

Knaut et al. showed that the number of PGCs per embryo increases from 15 at 50 percent epiboly to 30 at 24 hpf [30]. Tzung et al. showed that PGC number fluctuates little during the first week of development [47]. Our data are consistent with these previous results, increasing confidence in its validity. Transcription activity weakened from 11 to 24 hpf (Fig 6D), and this was in accordance with the results mentioned above in which the number of genes expressed decreased significantly during this period (Fig 2B). Translation was active from 11 to 24 hpf, and we propose that PGCs were preparing for differentiation during this time because their transcriptomic profiles were more scattered at 24 hpf than at 6/11 hpf (Fig 4B), and gonocytes appeare at 10 dpf (days post fertilization) [48, 49].

## Conclusions

In this study, zebrafish PGCs were separated and sequenced to explore their dynamic transcriptomes during early development. 5099–7376 genes were expressed from 6 to 24 hpf, and the number of genes expressed decreased in the course of development. Gene expression patterns were different between 6/11 hpf and 24 hpf when PGCs were in the process of migration and had finished migration, respectively. Individual differences in PGCs were greater at 24 hpf than at 6/11 hpf, which meant that synchrony was lost at 24 hpf. Functional enrichment analysis showed that PGCs conducted cell division to increase the cell number during migration, and that translation became more active to prepare for differentiation after reaching the final destination of the gonad. Genes related to PGC formation or migration had high expression at 6 and 11 hpf, and their expressions decreased significantly from 11 to 24 hpf. These results help us to understand zebrafish PGC development, and we will focus future studies on zebrafish germ cell development in a wider time range.

## Methods

### Zebrafish strains and breeding

Transgenic AB strain zebrafish carrying the *kop-egfp-nanos3-3ʹUTR* inserted fragment were bought from China Zebrafish Resource Center (CZRC), Wuhan, and bred in the zebrafish platform of Shanghai Institute of Biochemistry and Cell Biology (SIBSB), CAS, under standard breeding conditions [50]. Embryo stages were determined by the description of Kimmel et al [51]. All animal experiments were approved by the Institutional Animal Care and Use Committee of the Shanghai Institute of Biochemistry and Cell Biology, CAS, and all the methods were carried out in accordance with the approved guidelines.

### Isolating single PGC

For zebrafish at 6 and 11 hpf, just one embryo was used respectively. The embryo was dechorionated using forceps, and then single cell suspension was prepared by pipetting the embryo with 20 μL tips for 20 times in a 0.1% BSA solution (dissolved in phosphate-buffered saline, PBS).

For zebrafish at 24hpf, one embryo was collected. The embryo was first anaesthetized by tricaine (3-amino benzoic acid ethyl ester also called ethyl 3-aminobenzoate, Sigma, Cat: A-5040). Then the embryo was dechorionated using forceps, and the embryo head, tail and yolk were cut off with the tip of a 1 mL syringe. The remaining trunk was transferred to a new dish and minced with a syringe tip. Then the minced tissues were pipetted up and down for more than 20 times with 20 μL tips to prepare a single cell suspension.

Single cell suspensions were transferred to slides, and PGCs emitting green fluorescence were picked out using a capillary of 50 μm diameter under an Olympus IX51 microscope. Each isolated PGC was placed in a 200 μL tube with 4.6 μL lysis butter and stored at -80°C. Three PGCs from one embryo were isolated at each stage.

### Whole-mount immunofluorescence

Zebrafish embryos were treated with pronase (Roche, Cat: 10165921001) 1 mg/mL for 10 min at 28°C to lyse the embryo chorion. The dechorionated embryos were fixed with 4% paraformaldehyde/PBS for 1 h at room temperature. Then embryos were fixed with methanol overnight at -20°C and hydrated with gradient methanol (75% 5 min; 50% 5 min; 25% 5 min; PBS 5 min). After that, embryos were washed with PBST (0.1% Triton X-100 in PBS) for 5 min and subsequently blocked with 3% BSA for 30 min. Then the embryos were incubated with anti-Vasa antibody (GeneTex, Cat: GTX128306, 1:1000 dilution) overnight at 4°C. On the next day, embryos were washed with PBST 3 times for 30 min each. Thereafter, embryos were incubated with the secondary antibody (1:500, goat anti-rabbit, Alexa546, Thermo Fisher Scientific, Cat: a11010) for 1 h at room temperature. Finally, the embryos were washed with PBST 3 times for 30 min each and observed by a Zeiss AXIO Zoom V16.

### Immunocytofluorescence

Single cell suspensions of transgenic zebrafish embryo at 24 hpf were prepared as mentioned above. Small circles were drawn on a slide with a Dako pen. One drop of PBS was dropped on the circles and 5 μL of a single cell suspension was transferred into the PBS. After settling for 10 min, cells were fixed with 4% PFA for 30 min at room temperature. Then cells were incubated with 0.5% Triton X-100 in PBS for 15 min, then the cells were blocked with 3% BSA for 30 min and incubated with anti-Vasa antibody (GeneTex, Cat: GTX128306, 1:1000 dilution) overnight at 4°C. Then the cells were washed with PBST 3 times for 5 min each and incubated with the secondary antibody (1:500, goat anti rabbit, Alexa546). Finally, cells were observed by an Olympus IX51 microscope.

### Single-cell qPCR

The single-cell qPCR followed the protocol published before [52]. Briefly, PGC was collected into lysis buffer for the first cDNA synthesis, and a modified Smart2-seq protocol was applied to amplify the cDNA. Then cDNAs which passed quality control were used for qPCR. qPCR was done with NovoStart 480 SYBR qPCR SuperMix Plus (novoprotein) on a LightCycler 480 Instrument (Roche). For the genes at specific developmental stage, five PGCs from one embryo were used and two technical repeats were examined for each PGC. Primers for the 20 selected genes were listed in S6 Table. actb1 is used as an endogenous control.

### RNA-seq library construction and sequencing

The collected PGCs were subjected to Geo-seq [52] for transcriptomic profiling. Briefly, cells were amplified with a modified Smart-seq2 protocol and a library was constructed with Nextera XT kits (Illumina). Sequencing was performed in a 125-bp paired-end format on the Illumina HiSeq 2500. Sequences and processed RNA-seq data files were deposited in the NCBI Gene Expression Omnibus (GEO) database under accession number GEO: GSE122208.

### Read mapping and quantification of gene expression

Raw reads were pre-processed by Trimmomatic version 0.36 [53] and mapped to danRer10 using HISAT2 version 2.0.5 [54]. Gene expression quantification was performed by StringTie version 1.3.3 [54] with the annotation file (Danio_rerio.GRCz10.89.gtf) downloaded from Ensembl. Genes that had FPKM ≥ 1 in at least three samples were taken into account, and genes not meeting this standard were discarded. The Python script prepDE.py (http://ccb.jhu.edu/software/stringtie/index.shtml?t=manual#deseq) was used to calculate the gene read counts for analyzing differentially expressed genes by edgeR.

### Statistical analysis

WGCNA (weighted gene co-expression network analysis) was performed using the WGCNA package [46] in R software [55] with the choice of one-step automatic network construction and module detection. GO (gene ontology) for gene sets of interest was calculated by DAVID 6.8 online [56]. Differentially expressed genes were determined by edgeR [57]. Genes with fold change (FC) ≥ 2 and *p* ≤ 0.05 were treated as differentially expressed genes.

## Supporting information

S1 Fig Images for the zebrafish embryos in this study. White arrows pointing to cells emitting green fluorescence means PGCs. Images of the up panel are taken under bright light, and images of the down panel are taken under fluorescent light.
(TIF) Click here for additional data file.

S2 Fig Results of single-cell qPCR. actb1 is used as an endogenous control, and error bar stands for SE (Standard Error) in 5 PGCs.
(TIF) Click here for additional data file.

S3 Fig Dendrogram analysis for PGCs at different developmental stages. (TIF) Click here for additional data file.

S4 Fig Gene expression of SoxB1, Pou5f3 and Nanog. The y-axis means FPKM values. Sox19a, Sox19b and Sox3 belong to SoxB1
(TIF) Click here for additional data file.

S5 Fig Module eigengene (ME) values for modules identified by WGCNA. (A) Pearson correlation between module engengenes and sample traits (here the trait is hpf). The blue module is marked by blue arrow and the turquoise module is marked by turquoise arrow. (B) ME values for blue module. (C) ME values for turquoise module.
(TIF) Click here for additional data file.

S6 Fig Scatter plots for differentially expressed genes in 6/11 hpf (A) and 11/24 hpf (B). Red dots mean genes upregulated and green dots mean genes downregulated. Genes with fold change (FC) ≥ 2 and p ≤ 0.05 are treated as differentially expressed genes.
(TIF) Click here for additional data file.

S7 Fig Expression of genes related to PGC formation or migration. The y-axis means FPKM values.
(TIF) Click here for additional data file.

S1 Table Gene expression of zebrafish PGCs. These genes have FPKM ≥ 1 in three samples at least, expression values are FPKM values.
(XLSX) Click here for additional data file.

S2 Table Modules detected and gene list in turquoise and blue modules. (XLSX) Click here for additional data file.

S3 Table Functional enrichment analysis by DAVID for gene sets in turquoise and blue modules. (XLSX) Click here for additional data file.

S4 Table Differentially expressed genes in the pair of 6hpf and 11hpf and functional enrichment analysis by DAVID. (XLSX) Click here for additional data file.

S5 Table Differentially expressed genes in the pair of 11 hpf and 24 hpf and functional enrichment analysis by DAVID. (XLSX) Click here for additional data file.

S6 Table Primers for the 20 selected genes. actb1 is used as an endogenous control.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

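Single PGCs of transgenic zebrafish were sequenced at 6, 11 and 24 hpf, with 3 cells from 1 embryo at each stage and 9 libraries in all. The authors trimmed the reads with Trimmomatic 0.36, mapped them to danRer10 with HISAT2 2.0.5 and quantified genes of Ensembl release 89 with StringTie 1.3.3. The deposited values are FPKM per gene and cell, without read counts, so no depth or counting error can be given for a single gene. Gene symbols and identifiers are those of the deposited table, which has no coordinates, and no genome of this build was at hand.

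All values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Genes with FPKM of at least 1 in at least 3 cells were kept, as in the paper. Levels were compared as log2 of the FPKM plus a pseudocount of 1. Because the cells of a stage come from 1 embryo, a stage is 1 sample, and no p-value, standard error or count of changed genes was computed from cells. Principal components were taken over kept genes scaled to unit variance, and the ME of a module is the leading singular vector of its scaled genes. A gene list was compared with 10000 random lists of equal size, matched over 20 bins of mean expression, by the percentile of its median difference. The 7 gene lists and 8 lists of marker genes were written before the data were examined. The genes named are those the paper names, the 20 genes measured by qPCR, actb1, and per pair of adjacent stages and direction the 3 genes with the largest difference among those with FPKM of at least 1 in all cells of the higher stage and no overlap between cells.

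The calculations were tested on simulated data, in which 200 of 9329 genes were raised 4-fold between 11 and 24 hpf. Their median log2 difference came back as 1.87 against 2 put in, and 300 lists of unchanged genes had a median percentile of 49.5, with 14 lists in the outer 5%. The first version of this test used 40 such lists, and their number was raised after the median percentile had come out at 36.7. The unchanged lists were drawn at random from the same genes as the random lists, so a percentile near the middle was given by construction. Simulated genes varied independently, with zeros equally frequent at all stages. How the percentiles behave for genes that vary together, or for unequal losses between stages, was not tested.

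Alternatives were other FPKM thresholds, no filter, a stricter filter, pseudocounts of 0.1 and 10, rescaling to the same total per cell (TPM), median-of-ratios factors, the mean over cells of the log values, rank correlation, unscaled components, and leaving out each cell in turn. The module search, the functional enrichment and the calls of differential expression were not repeated, the first because its software was not at hand, the second because no table of gene functions was, and the last because it needs read counts. Single-cell qPCR, imaging and immunostaining were not analysed here.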

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

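All tests in this part were chosen after the marker values had been seen, although the marker lists were written before the data were examined. The criterion, at least 3 markers of a list with FPKM of at least 10 in a cell at 24 hpf and more than in any cell at 6 or 11 hpf, was also set after the values were seen. It replaced a stricter one, no such marker in any cell at 6 or 11 hpf, which no list met, the muscle list because tnnt3a reached 12.1 in 6_1 and 25.9 in 11_2.

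Muscle transcripts, which the paper does not discuss, were present in cells at 24 hpf. Of 9 muscle markers, 5 had an FPKM of at least 10 in 24_1 and 7 in 24_2, against at most 1 in each cell at 6 and 11 hpf. The most abundant in 24_2 were actc1b at 1554, myl1 at 269 and mylpfa at 251, and in 24_1 they were actc1b at 214, mylpfa at 162 and tnni2a.4 at 88.4. Reads of actb1 assigned to muscle actins would not give mylpfa, which is not an actin. A muscle cell picked in place of a PGC is argued against by the germline list in 24_2. Of its 12 genes 7 had an FPKM of at least 10, among them ca15b at 2333, dnd1 at 1534 and ddx4 at 245. The value of nanos3, 7573, is not independent of the picking, since the transgene that marked the cells carries the nanos3 3ʹUTR. Muscle genes active in every PGC at this stage are argued against by 24_3, where 1 marker reached an FPKM of 1, actc1b at 4.11. RNA of muscle cells carried into the library cannot be told apart from muscle genes active in some PGCs, since the 7 markers with FPKM of at least 1 in 24_2 are the ones that raised the point. The paper's methods describe mincing the trunk at 24 hpf. A difference between cells of 1 embryo stays open as well. Of the 9 muscle markers, 1 is among the genes the paper lists as upregulated from 11 to 24 hpf, actc1b.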

How the results depend on the processing

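The alternatives were set before the data were examined, and each changed 1 choice. A value counted as kept when it moved by less than the spread between cells or, for counts of genes, stayed within 1.5 times the reported count. It counted as reversed only where the reported difference exceeded its spread and the direction changed, and otherwise as moved. Of 573 alternative values for 50 results on levels, counts and differences, 468 were kept, 97 moved and 8 reversed. Of the values for 22 differences of single genes, 2 moved and 0 reversed. Among the kept and moved values, 11 values of 6 results and 4 of 3 single genes changed direction where the reported difference was within its spread. The single genes were sox19b, cxcr4b and tdrd7a from 6 to 11 hpf, each with a cell left out. Except where named, the cause was not tested. No paired analysis was possible because a stage is 1 embryo, the numbers of the cells do not pair them across stages, and no test was made.

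The values counted as reversed all concerned the median over all genes and the share of lower genes from 6 to 11 hpf, 0.029 and 48.2% as reported. Under median-of-ratios scaling they were -0.071 and 52.5%, and with the mean over cells of the log values -0.078 and 52.3%. Leaving out single cells gave -0.031 to 0.084 and 46.1 to 51.0%, and without 11_1 (-0.031 and 50.8%) or 11_3 (-0.031 and 51.0%) both reversed. TPM gave 0.072 and 46.8%, the stricter filter 0.071 and 46.4%, and no filter 0 and 43.9%. From 11 to 24 hpf the share of lower genes was 42.5% without a filter and 48.6 to 55.1% with single cells left out. Without a filter, without 11_1 and without 11_3 the median was 0, and genes with equal values, which count on neither side, lower the share. Median-of-ratios scaling shifted the median of all genes from 6 to 11 hpf by -0.099, which by construction gives the reversal under that setting, and from 11 to 24 hpf by -0.10. Relative to that median, the turquoise genes differed by -2.95, the ribosomal protein genes by 1.81 and the cell division genes by -1.57.

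The difference in genes detected from 6 to 11 hpf was -449 at a threshold of 5, -216 at 10 and -926 over all annotated genes. From 11 to 24 hpf it moved by less than its spread, and was -1018 to -410.5 when single cells were left out.

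The genes present at all 3 stages numbered 3796 when at least 2 cells of a stage were asked for, against 1204, 614 and 679 at 6, 11 or 24 hpf alone. These last were 288, 176 and 236 at a threshold of 5, and 9 genes were at 11 hpf alone with any FPKM above 0. A stage with a cell left out has fewer genes by construction. The genes at 6, 11 or 24 hpf alone then numbered 81 to 236, 17 to 100 and 72 to 168, those at 6 and 11 hpf 1122 to 2141, at 6 and 24 hpf 515 to 1189 and at 11 and 24 hpf 312 to 827. The pair of 6 and 11 hpf had the most genes with each of the cells left out except 11_3, where 6 and 24 hpf shared more (1189 against 1142).

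On the first 2 components the distance at 24 hpf over that at 6 hpf was 16.2 without a filter, 1.91 over genes found in all 9 cells and 1.23 to 12.9 with single cells left out. The ratio to 11 hpf was 6.23 without a filter and 0.390 to 13.7 with single cells left out and the components computed anew, below 1 without 24_1. Over all genes it was 1.17 without a filter. The PCC within 24 hpf minus that within 11 hpf was -0.075 without a filter.

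A larger pseudocount shrinks differences by construction. With a pseudocount of 10 the turquoise median from 11 to 24 hpf was -1.49, the blue 1.39 and that of cell division -1.17. The mean over cells of the log values gave 2.43 for the blue module, and for DNA replication from 6 to 11 hpf -0.49. Leaving out single cells gave -2.86 to -1.54 for cell division from 11 to 24 hpf, and from 6 to 11 hpf -0.35 to -0.035 for cell division, -0.45 to -0.071 for DNA replication and 0 to 0.74 for histones. The blue ME at 24 hpf minus that at 11 hpf was 0.656 to 0.752, since an ME over fewer cells is scaled anew.

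The median differences of the paper's upregulated and downregulated genes from 6 to 11 hpf and from 11 to 24 hpf were 3.46, -3.43, 4.24 and -4.02 in that order. They depend on the pseudocount since most of these genes are listed at 0 at 1 stage. They were 6.61, -6.48, 7.39 and -7.13 with a pseudocount of 0.1, 1.20, -1.16, 1.83 and -1.55 with 10, 4.24, -4.13, 4.93 and -4.78 with TPM, 2.39, -2.68, 3.27 and -3.18 with the mean over cells of the log values, and 5.35, -5.66, 6.57 and -5.80 over genes with the paper's FDR of at most 0.05.

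Of the genes measured by qPCR, 8 were highest at 6 hpf and 5 at 11 hpf without actb1. With actb1 and single cells left out, 0 or 1 were highest at 11 hpf. The 2 values of single genes that moved were from 11 to 24 hpf, nanog without 24_3 with -7.65 and sox3 without 24_2, for which no difference is given because sox3 is listed at 0 in 24_1 and 24_3.

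FPKM without read counts set no limit for a value of 0, so a gene listed at 0 cannot be called absent.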

Differences from the paper's values

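At an FPKM of at least 1, 17 genes were present at 11 hpf alone, while the paper's value is about 9 in Fig 2A, read by eye. Of the alternatives set before the data were examined, any FPKM above 0 gave 9, within the paper's value, whereas a threshold of 5 gave 176 and asking for at least 2 cells of a stage gave 614.

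The paper states that the genes present at a single stage stayed below a limit that its text gives. At an FPKM of at least 1, 81 genes were at 6 hpf alone and 72 at 24 hpf alone, both above that limit, and with any FPKM above 0 they numbered 57 and 65, below it. With any FPKM above 0, the genes shared by all stages, the genes shared by each pair of stages and the falls in genes detected also took the paper's values.

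The paper states that differences between single PGCs were greater at 24 hpf than at 6 and 11 hpf. The mean PCC within 24 hpf was 0.546, above the 0.523 within 11 hpf and below the 0.585 within 6 hpf, and without a filter it was 0.559, below the 0.634 within 11 hpf. The first 2 components gave a greater distance at 24 hpf.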

Other observations

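The tests on capture at 24 hpf, on genes missing from single cells and on signal in 1 of 3 cells were planned before their values were seen. The tests on depth, on abundant genes, on the choice of components, on cell 11_3 and on actb1 were chosen only after the result was seen.

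Fewer genes were detected at 24 hpf. Lower depth is argued against by the paper's Table 1, where the median of read pairs after quality control at 24 hpf is 1.13 times that at 6 and 11 hpf. A few genes taking most of the FPKM are argued against by the share of the 10 highest genes, at most 16.1% at 24 hpf and at least 17.9% in the other cells. Lower capture and a real loss of transcripts cannot be told apart. Of the genes found in all 8 other cells, 19.0% were below FPKM 1 in 24_1, 8.25% in 24_3 and 7.07% in 24_2, against at most 6.66% at 6 and 11 hpf, in 11_1. The exact 95% intervals (Clopper-Pearson, for the count of genes alone) of 24_2, 5.94% to 8.33%, and 11_1, 5.57% to 7.90%, overlap, and genes with falling levels would give the same excess. When the margin between these cells was seen, the verdict was made to depend on the intervals. Change of expression between the stages, which the design names, stays open and untested.

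The cells at 24 hpf lay further apart on the first 2 components. A ratio to 11 hpf of 1.06 over all genes is in line with the choice of components as a source of the larger ratio there. Over genes found in all 9 cells the ratio on the components was 2.02, between 1 and the 2.70 over kept genes, so that a part played by genes missing from single cells cannot be told apart from a wider spread of the cells. With components computed anew without 24_1 the ratio was 0.390, while on the components as reported 24_2 and 24_3 alone lay 43.1 apart, within the range of the pairs at 11 hpf (6.75 to 46.5). Loss of synchrony between PGCs, the paper's explanation, was not tested.

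Cell 11_3 lay apart from 11_1 and 11_2 on component 1. A swap with a cell of 24 hpf is argued against by the lowest cell of that stage, at 51.7, which leaves no partner at the place of 11 hpf. Lower capture is argued against by its 6273 genes detected, between the numbers of 11_1 and 11_2. Across genes, the deviation of 11_3 from the other cells at 11 hpf went with the change from 6 to 24 hpf (r = 0.175, against -0.123 for 11_1 and -0.0599 for 11_2, values that are linked because each cell is set against the others). Component 1 itself separates 24 hpf from the earlier stages, so this test restates the pattern and decides nothing. A cell further along in development and mixing with RNA of a 24 hpf cell cannot be told apart. In 11_3, 18 genes abundant in all the other cells of 11 and 24 hpf were below 0.5 times the lowest of them, fewer than the 43 in 11_1 and 36 in 11_2. The cell division list, which is lower at 24 hpf, had a mean log2(FPKM+1) not lower in 11_3 than in 11_1 (4.81) and 11_2 (4.76), which neither explanation would give, although 1 list excludes neither. A 24 hpf cell under a wrong label is argued against by the mean of that list, 4.99 in 11_3 against at most 3.00 at 24 hpf. Whether 11_3 was a 6 hpf cell under a wrong label cannot be decided by component 1, where its -3.85 raised the point. That component does not separate 6 from 11 hpf. Cells 11_1 and 11_2 lay at -37.1 and -30.5, in or beside the range at 6 hpf (-41.8 to -35.0). A cell of any other stage under that label was not tested and stays open.

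The genes dnd1, nanos3 and tdrd7a had higher mean FPKM at 11 than at 6 hpf, within the spread between cells, and lower values relative to actb1. The lower relative values follow from the log2 difference of actb1 from 6 to 11 hpf, 1.06, which exceeded the 0.69, 0.50 and 0.45 of these genes. Scaling of FPKM as the source of the rise of actb1 is argued against by median-of-ratios scaling, under which the rise was 0.93 (spread 0.57 as reported), while the median over all genes was -0.071. Whether actb1 was more expressed at 11 hpf stays open with 1 embryo per stage. The other test, in which the change of actb1 from 6 to 24 hpf exceeded that of 86.4% of the 1723 genes found in all 9 cells, covers another interval and decides nothing here.

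The paper's lists hold 2161 calls. Of these, 9.63% reached FPKM 1 in 1 of the 3 cells of the higher stage (25.2% and 10.6% of the genes up and down from 6 to 11 hpf, 4.39% and 6.19% from 11 to 24 hpf). The filter on 3 cells limits this share beforehand, so that a part of such signal in the calls cannot be told apart from other sources. Of the kept genes, 425 were listed at 0 in all cells at 6 hpf, 638 at 11 hpf and 1169 at 24 hpf.

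Among the other marker lists, the keratin genes krt4, cyt1 and cyt1l of the epidermis list were at 122, 11.7 and 11.3 in 11_1, at 9.62, 11.1 and 13.0 in 11_2, and at 187, 22.4 and 2.49 in 24_1, while epcam was above 0 in all 9 cells. Of the neural list, fabp7a was at 108, 144 and 60.9 and tuba1a at 44.5, 19.1 and 26.3 in the cells at 24 hpf. Of the yolk and gut list, apoa1b was at 139 and apobb.1 at 10.2 in 24_2. In the erythroid list the highest was hbae1.3 at 14.0, and in the endothelial list kdrl was at 4.67 and cdh5 at 1.13, all 3 in 24_2, the cell with the most muscle markers, and listed at 0 in the other cells. In the notochord and mesenchyme list the highest was ta at 114 in 6_1. In the germline list nanos3 was the highest gene in every cell, from 7573 to 24068, values that may include reads of the transgene. The histone list had a median log2 difference of 0.66 (percentile 98.7, spread 0.59) from 6 to 11 hpf and 0.31 (66.4, spread 0.62) from 11 to 24 hpf. The share of the summed FPKM held by the histone list went the other way. It was 1.42%, 1.36% and 1.51% in the cells at 6 hpf and 0.982%, 1.13% and 1.16% at 11 hpf. At 24 hpf it was 0.805%, 0.700% and 0.788%. The genes of the mitochondrial genome had medians of -0.58 (0.750, spread 1.47) and 0.91 (93.1, spread 1.81), both within the spread between cells. DNA replication genes had -0.039 (44.3, spread 0.39) from 11 to 24 hpf. No explanation was tested for these values.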
